A study of Drosophila melanogaster
Mus musculus with 46 samples. Its data were reported in "A CpG island-encoded mechanism protects genes from premature transcription termination" (2023).

How the data were processed

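Calibrated total RNA-seq (cRNA-seq, in which Drosophila cells are mixed in before RNA extraction as a spike-in) was analysed from mouse embryonic stem cells in 46 libraries of 4 lines. WT cells carry no degradation tag. The other lines carry a tag on SET1A (dTAG-SET1A), on SET1B (dTAG-SET1B) or on both (dTAG-SET1A/B), through which the compound dTAG13, given at 100 nM, causes the protein to be degraded. Libraries were grouped by line and hours of dTAG13 from their labels. There were 3 replicates of each group in WT (0 and 2 h), dTAG-SET1A and dTAG-SET1A/B (0, 2, 4 and 24 h), and 4 in dTAG-SET1B (0, 2, 4 and 24 h).

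The authors aligned reads to the concatenated mouse (mm10) and fly (dm6) genomes after removing ribosomal reads, kept unique non-duplicate reads, and counted mouse reads in 20633 genes. The deposited signal columns hold these counts divided by a size factor per library that the authors took from fly gene counts. The deposited RPKM columns divide that value by gene length and by the library's own total, so that the spike-in scaling cancels; recomputed RPKM differed from the deposited values by at most 0.000544 of their size. The deposited log2 fold changes and p-values come from DESeq2 runs of the authors with the spike-in size factors. Each of the 4 tables holds 1 line and was scaled on its own, so that tests were made within a table.

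The design assumed whole-number counts if the files held them, with edgeR as the test. The files held normalised values, and limma, the test set for that case, was used. Every value was a whole multiple of a step, the inverse of the size factor: 100% of non-zero values gave whole reads, with a largest deviation of 0.0322 reads. The recovered reads served alternatives with edgeR (version 4.0.16) and DESeq2 (version 1.42.0), and the test of the difference between lines. The edgeR quasi-likelihood test called 727 reduced and 41 increased genes in dTAG-SET1A at 2 h, and 3143 and 801 in dTAG-SET1A/B.

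For each line, limma (version 3.58.1, R version 4.3.3) was fitted to log2(value + 1) over all libraries of the line, with a term for time and eBayes with a variance trend. The authors' spike-in scaling was kept, and genes with any non-zero value were tested. Fold changes are on this log2(value + 1) scale, which understates changes of low genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change over 1.5-fold. The difference in the 2 h change between lines was tested by an interaction term in an edgeR quasi-likelihood fit over genes kept by filterByExpr. Overlaps used Fisher's exact test against genes tested in both lines. Differences of a single value used two-sided exact permutation tests, which cannot go below 0.1 for 3 against 3 libraries or 0.0286 for 4 against 4.

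Replicate numbers were checked for pairing by correlating the deviations of same-numbered treated and untreated libraries from their group means, over genes with a mean of at least 10. All 3 correlations in WT (0.363 to 0.493) and all 9 in dTAG-SET1A (0.362 to 0.782) were over 0.1. So were all of dTAG-SET1B at 4 h and 24 h (0.122 to 0.402) and of dTAG-SET1A/B at 2 h and 24 h (0.115 to 0.267). In these comparisons the numbers pair the libraries, and a fit with replicate as a term is given beside the results it moved. No pair of libraries held identical reads, and the chi-square per gene between replicates ran from 3.71 to 74.8 over 54 pairs.

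Library totals of recovered reads ran from 11 to 33.8 M (M, mega). Intervals for counting error alone were not used, since replicates carry the error. Alternatives were TMM and median-of-ratios scaling on the mouse genes, other tests, filters and pseudocounts, a test against the fold threshold, a replicate term, fits of 2 groups alone and leaving out each replicate.

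The functions were tested on simulated reads drawn from the dTAG-SET1A means and library sizes, with 200 genes changed at 2 h. Of these, limma recovered 200 among 18520 genes tested, with 10 other genes called. With added differences between replicates, limma recovered 105 among 18517, and 200 with the replicate term. The edgeR interaction recovered 197 among 15474 genes, and 51 among 15519 with replicates differing in 1 line, or 199 with the replicate term.

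Genes are identified by RefSeq transcript IDs (18569 coding and 2064 non-coding). None of these matched the reference name table used here (0 matched), so genes are given by ID, and gene lists set by name were not analysed here. The rule for genes to name was set for the 2 h comparison in dTAG-SET1A/B: past both thresholds, all treated libraries on one side of all untreated ones, a mean of at least 100 normalised counts in the higher group, and the largest changes. Only 2 IDs per direction are printed. Figures were drawn with matplotlib (version 3.10.9).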

Results

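The cRNA-seq libraries measured total RNA per gene relative to a Drosophila spike-in, before and after dTAG13 was given to degrade SET1A, SET1B or both. WT had 3 untreated and 3 treated libraries (2 h). The dTAG-SET1A and dTAG-SET1A/B lines had 3 libraries at each of 0, 2, 4 and 24 h, and dTAG-SET1B had 4 at each. Recovered reads per library ran from 11 to 16.5 M in WT, 13.4 to 25.4 M in dTAG-SET1A, 14.6 to 33.8 M in dTAG-SET1B and 13 to 23.5 M in dTAG-SET1A/B (M, mega).

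The sum of spike-in normalised counts per library addressed whether RNA as a whole changed. At 2 h it was 20.3 M ± 5.50 (SD, n = 3) in dTAG-SET1A against 20.5 M ± 4.32 (SD, n = 3) in untreated libraries, and 16.6 M ± 1.05 (SD, n = 3) against 16.3 M ± 1.41 (SD, n = 3) in dTAG-SET1A/B. It was 28.1 M ± 12.5 (SD, n = 4) against 26.0 M ± 10.6 (SD, n = 4) in dTAG-SET1B, and 13.8 M ± 1.53 (SD, n = 3) against 13.6 M ± 2.65 (SD, n = 3) in WT. Over the 10 treated groups, the smallest p against the untreated group was 0.4 (exact permutation tests, two-sided; adjusted p = 1 for each of the 10). These tests leave out the replicate numbers, which pair the dTAG-SET1A libraries. There the ratios of same-numbered totals were 0.860 ± 0.0542 (SD, n = 3) at 24 h, below 1 in 3 of 3 replicates, and 1.12 ± 0.0596 (SD, n = 3) at 4 h, above 1 in 3 of 3. At 2 h they were 0.989 ± 0.135 (SD, n = 3). Totals differed more between replicates: dTAG-SET1A replicate 3 had 23.3 to 29.7 M, against 14.9 to 19.6 M in replicate 1 and 15.1 to 19.6 M in replicate 2. In dTAG-SET1B, replicate 1 had 15.7 to 16.6 M and replicate 2 had 36.9 to 45.6 M.

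**Figure D1:**
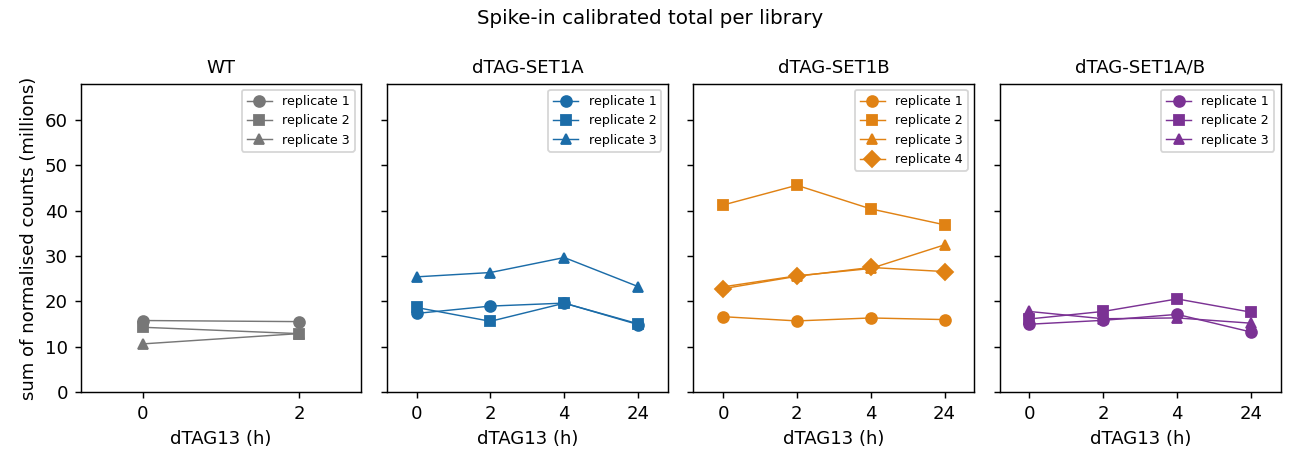
Sum of spike-in normalised counts of each library (vertical axis, 1 M per unit) against hours of dTAG13 (horizontal axis), with a line for each replicate number. Replicate 3 of dTAG-SET1A and replicates 1 and 2 of dTAG-SET1B lie apart from the other replicates of their line, which cross. Totals run from 14.9 to 29.7 M in dTAG-SET1A and from 15.7 to 45.6 M in dTAG-SET1B.

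WT cells given dTAG13 for 2 h addressed whether the compound alone changes expression. Of 19143 genes, limma called 0 reduced and 0 increased, with 316 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0828. The 316 are a smaller share than the 0.05 that chance alone would give, so this fit without a replicate term looks conservative. With replicate as a term, limma called 0 reduced and 4 increased.

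Degradation of SET1A was followed by mostly reduced expression. At 2 h, limma called 716 genes reduced and 44 increased of 19545, at 4 h 321 and 51, and at 24 h 140 and 3. With replicate as a term it called 2565 and 497 at 2 h, 1615 and 1185 at 4 h, and 1434 and 273 at 24 h. All 716 genes reduced at 2 h were among the 2565. Replicate 3 decided these counts. Without it, 3002 genes were reduced and 481 increased at 2 h, and without replicate 1 or replicate 2 the count was 0 in each direction. Under TMM scaling on the mouse genes, 1351 were reduced and 324 increased at 2 h, so that the reduced share of calls went from 94.2% to 80.7%. At 24 h TMM gave 592 and 125, and the share went from 97.9% to 82.6%. TMM moved the median of all genes from -0.11 at 2 h and -0.14 at 24 h to 0.00 and 0.01 on the log2 scale.

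The number of calls after degradation of SET1B depended on the scaling and on the replicate term. The median residual SD in this line was 0.579 on the log2 scale, 0.204 with replicate as a term and 0.177 under TMM. The fit with neither thus had less power, and its few calls do not show that few genes changed. With the spike-in scaling and no such term, limma called 6 genes reduced and 12 increased of 19840 at 2 h, at 4 h 1 and 4, and at 24 h 0 and 2, with 310 genes at an unadjusted p under 0.05 at 24 h. Adding replicate as a term gave 410 and 713 at 2 h, where 1 of the 4 pairs correlated under 0.1 (0.0643). The same untreated libraries serve the later times, so this 1 value does not rule out pairing at 2 h. The term gave 479 and 477 at 4 h and 2 and 14 at 24 h, where the numbers pair the libraries. TMM gave 592 reduced and 469 increased at 2 h, 714 and 276 at 4 h, and 3 and 8 at 24 h. The reduced share of calls went from 33.3% to 55.8%, from 20% to 72.1% and from 0% to 27.3%. Of the 12 genes increased at 2 h, 8 were also increased in dTAG-SET1A/B and 4 in dTAG-SET1A, and 9 had a higher mean in WT at 2 h.

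Degradation of both proteins was followed by reduced and increased expression. At 2 h, limma called 2899 genes reduced and 792 increased of 19406, at 4 h 2407 and 1454, and at 24 h 1112 and 576. Under TMM these were 2655 and 1202, 2801 and 1327, and 1121 and 919, and the reduced share at 24 h went from 65.9% to 55.0%. At 24 h, replicate as a term gave 1357 and 883. Leaving out replicate 3 gave 1578 reduced at 2 h, and leaving out replicate 2 gave 507 increased.

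**Figure D2:**
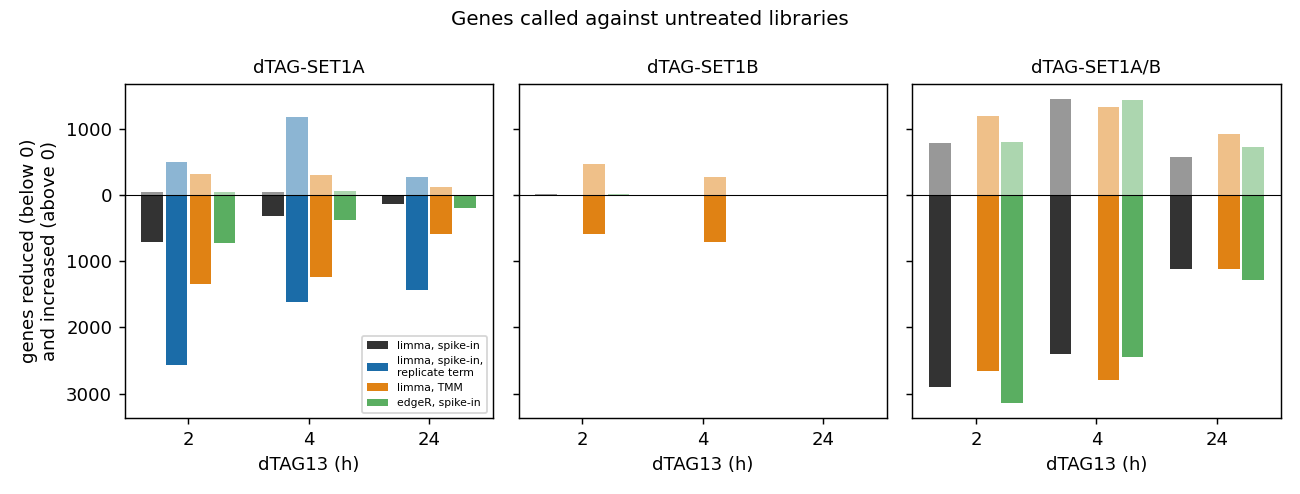
Number of genes called against untreated libraries (vertical axis, reduced below 0 and increased above 0, paler) at 2, 4 and 24 h of dTAG13 (horizontal axis), by test and scaling, with the replicate term for dTAG-SET1A. In dTAG-SET1A at 2 h the reduced bars run from 716 to 2565, and in dTAG-SET1A/B from 2655 to 3143.

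The genes below were taken by the rule set for dTAG-SET1A/B at 2 h, by which 2145 IDs that fell and 504 that rose were eligible. NM_001255991 (53600 bp) fell from 344 ± 31.3 (SD, n = 3) to 40.3 ± 13.6 (SD, n = 3) normalised counts, a log2 change of -3.11 ± 0.26 (SE; limma adjusted p = 1.36e-08). NM_178404 (51162 bp) went from 546 ± 73.4 (SD, n = 3) to 70.4 ± 28.7 (SD, n = 3), a log2 change of -3.00 ± 0.34 (SE; limma adjusted p = 9.14e-07). In dTAG-SET1A the log2 changes were -2.82 for NM_001255991 (limma adjusted p = 0.0035) and -2.59 for NM_178404 (limma adjusted p = 0.00816), and in dTAG-SET1B they were 0.11 and -0.03. NM_008630 (950 bp) rose from 300.4 ± 77.3 (SD, n = 3) to 2933 ± 290.4 (SD, n = 3) normalised counts, and NM_013602 (1239 bp) from 227 ± 70.8 (SD, n = 3) to 2201 ± 275 (SD, n = 3). Their log2 changes were 3.31 ± 0.17 (SE; limma adjusted p = 3.13e-11) and 3.32 ± 0.20 (SE; limma adjusted p = 2.84e-10). In dTAG-SET1B NM_008630 rose by 4.76 and NM_013602 by 4.72 (limma adjusted p = 9.04e-11 for each). The mean log2 ratio of both in dTAG-SET1A was 2.19 ± 0.80 (SD, n = 3). In WT their log2 changes were 0.77 and 0.69 (limma adjusted p = 1 for each).

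Overlap of the calls addressed whether the lines lost expression of the same genes. Of the 716 genes reduced at 2 h in dTAG-SET1A, 671 (93.7%) were reduced in dTAG-SET1A/B, against 109 expected by chance (odds ratio 108, log10 of the one-sided Fisher's exact p = -512). Only 6 genes were called reduced in dTAG-SET1B, too few for a test with much power. Of these 6, 2 were reduced in dTAG-SET1A/B (0.904 expected, Fisher's exact test p = 0.225) and 1 in dTAG-SET1A (0.222 expected, p = 0.202). TMM moved these to 388 shared with dTAG-SET1A/B (81.7 expected, Fisher's exact p = 5.72e-193) and 101 shared with dTAG-SET1A (41.3 expected, p = 3.17e-17). Fits with replicate as a term gave 2121 of 2565 (82.7%) shared by dTAG-SET1A with dTAG-SET1A/B. They gave 214 shared by dTAG-SET1A with the 410 of dTAG-SET1B (54.3 expected, Fisher's exact p = 2.66e-81). In all, 2948 genes were reduced at 2 h in any of the 3 tagged lines.

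Over these genes, the median log2 change at 2 h was -0.89 ± 0.35 in dTAG-SET1A (SD of library medians, n = 3), -1.07 ± 0.10 in dTAG-SET1A/B (SD, n = 3), -0.15 ± 0.59 in dTAG-SET1B (SD, n = 4) and 0.02 ± 0.17 in WT (SD, n = 3). The exact permutation p against untreated libraries was 0.1 in dTAG-SET1A and dTAG-SET1A/B, the smallest that 3 against 3 allows. It was 0.686 in dTAG-SET1B, where the median fell between same-numbered libraries in 4 of 4 replicates, and 1 in WT, and the adjusted p over the family of 10 comparisons was 0.2 or more in each. These genes were chosen partly in the lines described. Genes chosen in dTAG-SET1A/B had a median of -0.88 ± 0.27 (SD, n = 3) in dTAG-SET1A, and genes chosen in dTAG-SET1A had -1.45 ± 0.14 (SD, n = 3) in dTAG-SET1A/B.

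**Figure D3:**
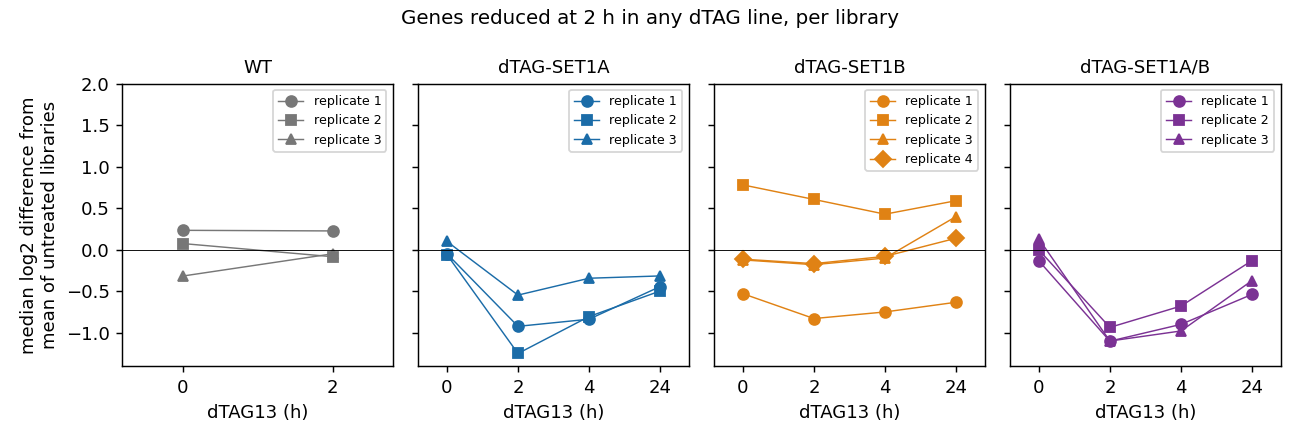
Median over 2948 genes (2947 in WT and dTAG-SET1A) of the log2 difference of each library from the mean of the untreated libraries of its line (vertical axis) against hours of dTAG13 (horizontal axis), with a line for each replicate. At 2 h the dTAG-SET1A libraries lie between -1.25 and -0.54 and the dTAG-SET1A/B libraries between -1.10 and -0.93.

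Whether the 2 h change itself differed between lines was tested by the edgeR interaction, with each line scaled on its own. Between dTAG-SET1A/B and dTAG-SET1A, 0 of 15504 genes were lower and 0 higher, with 139 at an unadjusted p under 0.05. The 139 are a smaller share than the 0.05 that chance alone would give, so the test looks conservative. It left differences between replicates in its error, and the count of 0 does not show equal changes. TMM also gave 0 and 0. Without replicate 3, 6 genes were lower and 15 higher in dTAG-SET1A/B, and with replicate as a term 9 were lower and 11 higher. The 2227 genes called reduced in dTAG-SET1A/B and not in dTAG-SET1A fell in dTAG-SET1A by 0.76 ± 0.29 (mean of replicate medians on the log2 scale, SD, n = 3), and by 0.93 ± 0.16 (SD, n = 3) in dTAG-SET1A/B. Of them, 2194 had a negative fold change in dTAG-SET1A. The median residual SD of the limma fit was 0.391 on the log2 scale in dTAG-SET1A and 0.206 in dTAG-SET1A/B. Between dTAG-SET1A and dTAG-SET1B, 34 of 15931 genes were lower and 3 higher in dTAG-SET1A, and 988 and 99 under TMM. These were 1835 and 83 with replicate as a term. Leaving out replicate 3 of both lines gave 0 and 0.

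Later time points addressed whether the changes lasted. Within limma, 1042 genes were lower and 2631 higher at 24 h than at 2 h in dTAG-SET1A/B, 14 and 62 in dTAG-SET1A, and 6 and 2 in dTAG-SET1B. Leaving out replicate 3 gave 1334 and 1971 in dTAG-SET1A, and with replicate as a term it was 998 and 1574. For dTAG-SET1B that term gave 243 lower and 262 higher. Under TMM the counts at 24 h against 2 h were 251 and 235 in dTAG-SET1B and 335 and 804 in dTAG-SET1A. Between 4 h and 2 h, 42 were lower and 212 higher at 4 h in dTAG-SET1A/B, and leaving out replicate 2 gave 2 and 6. TMM gave 168 and 213 there. The count was 0 in each direction in dTAG-SET1A (931 at an unadjusted p under 0.05; 27 lower and 456 higher with replicate as a term) and in dTAG-SET1B (369 at an unadjusted p under 0.05). Genes reduced at 2 h in dTAG-SET1A had a median log2 change from 2 h to 24 h of 0.77 ± 0.12 (SD, n = 3) in dTAG-SET1A/B. Genes reduced at 2 h in dTAG-SET1A/B had 0.47 ± 0.24 (SD, n = 3) in dTAG-SET1A and 0.25 ± 0.24 (SD, n = 4) in dTAG-SET1B. Relative to untreated libraries, the same gene sets were still at -0.64 ± 0.19 (SD, n = 3) in dTAG-SET1A/B and -0.39 ± 0.04 (SD, n = 3) in dTAG-SET1A at 24 h. In dTAG-SET1B the genes reduced in dTAG-SET1A/B were at 0.11 ± 0.33 (SD, n = 4). Under TMM these 24 h medians were -0.58 in dTAG-SET1A/B, -0.22 in dTAG-SET1A and -0.01 in dTAG-SET1B.

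Untreated expression was compared with the 2 h change over deciles of RPKM. In dTAG-SET1A/B the median log2 change was -0.08 in decile 2, -0.42 in decile 5 (median RPKM 0.363), -0.10 in decile 8 and 0.06 in decile 10 (median RPKM 9.95). The share of genes reduced was 29.3% in decile 6 and 3.97% in decile 10. In dTAG-SET1A the median was -0.33 in decile 5 and 0.05 in decile 10, and in WT 0.04 and 0.02. Because the relation turned within the range, Spearman's rho across genes, which are not independent replicates, was -0.0181 in dTAG-SET1A/B over all genes and 0.166 over genes kept by filterByExpr. Reduced genes in dTAG-SET1A/B had a median untreated RPKM of 0.627, above the 0.505 of other tested genes and below the 1.21 of other genes kept by filterByExpr. Decile 5 lay below decile 10 by a median log2 difference of -0.48 ± 0.03 (SD, n = 3) in dTAG-SET1A/B, -0.39 ± 0.21 (SD, n = 3) in dTAG-SET1A and -0.11 ± 0.10 (SD, n = 4) in dTAG-SET1B, against 0.02 ± 0.03 (SD, n = 3) in WT. In the lowest decile, of genes near 0 reads, the medians were 0.28 in WT and 0.25 in dTAG-SET1A/B, but 0.00 in dTAG-SET1A. With deciles from WT the median in dTAG-SET1A/B was 0.00, so that its 0.25 depended on the libraries used for sorting. The WT value was not tested by sorting on other libraries.

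**Figure D4:**
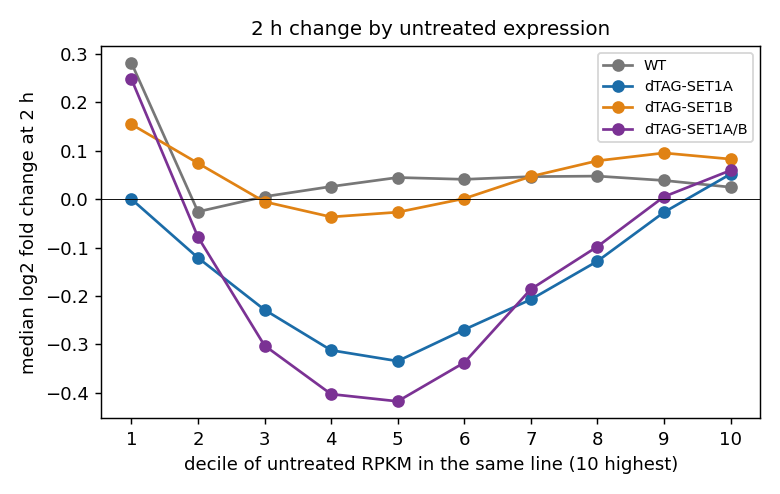
Median log2 fold change at 2 h (vertical axis) by decile of untreated RPKM in the same line (horizontal axis, 10 the highest), with a line for each cell line. The dTAG-SET1A/B line reaches -0.42 in decile 5 and 0.06 in decile 10, while WT lies at 0.04 and 0.02 there.

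The authors' deposited table, with its adjusted p and its unshrunken log2 fold change at the same thresholds, holds 2521 reduced and 476 increased genes in dTAG-SET1A at 2 h. The authors' deposited table holds 3096 and 800 in dTAG-SET1A/B, 478 and 719 in dTAG-SET1B, and 0 and 4 in WT at 2 h. With the separate LFC column of the authors' deposited table, whose estimator was not stated, the counts are 2299 and 414 in dTAG-SET1A, 2929 and 745 in dTAG-SET1A/B, 215 and 375 in dTAG-SET1B, and 0 and 0 in WT. Of the genes limma called reduced at 2 h, the authors' deposited table also holds 704 of 716 in dTAG-SET1A and 2813 of 2899 in dTAG-SET1A/B.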

Values the study reported

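The study reported 2299 genes with reduced and 414 with increased expression after SET1A depletion for 2 h. After depletion of both proteins it reported 2928 reduced genes and 745 increased genes.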

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

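Of the tests in this part, limma on log2 ratios of same-numbered libraries was chosen only after the data had been seen, and how the gene length test is read was corrected after its value was seen.

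In the dTAG-SET1B line, each time point has 4 libraries, and 3 values lay far from the other 3 of their group. The untreated replicate 1 library had 14.6 M recovered reads, and the others 31.4 to 33.8 M. At 4 h, replicate 3 had 31.5 M, and the others 25.8 to 26.3 M. NM_178404 had 395 normalised counts in replicate 2 at 4 h. Among the 40 groups checked, chance gives about 2 such values, so 3 are close to that number. Read totals are scaled out by the size factors, and replicate 2 has the highest calibrated totals of its line. No biological explanation was tested for these.

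The untreated dTAG-SET1B replicate 1 library also lay apart in its expression pattern. In counts per library total, centred over all 46 libraries, it correlated at 0.149 to 0.356 with replicates 2 to 4, which correlated at 0.677 to 0.817 with one another. A swap with WT is argued against, since at 100% of the 10 genes at least 8-fold apart between WT and dTAG-SET1B it lay nearer to dTAG-SET1B. Its lower depth is argued against as well. After thinning the others to its read total they still correlated at 0.643 or more, against at most 0.350 for replicate 1. For gene length the test leaves the question open. Its deviation had a rank correlation with length of -0.261, outside the range of the others (0.0173 to 0.322) but not further from 0 than all of them. Its largest RPKM of any gene was 5180, against 1976 to 2174 in untreated replicates 2 to 4 and 5173 to 6331 in untreated WT. Its correlation with untreated WT was nevertheless -0.145 to -0.0303. A difference in the cells or in the preparation of that library stays open and was not tested. The library is also the untreated partner of every replicate 1 ratio in this line.

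The 2 h change differed between dTAG-SET1A and dTAG-SET1B by the edgeR interaction, with 34 genes lower and 3 higher in dTAG-SET1A. Library scaling as the source is argued against, since 97.3% of these genes were also called under TMM. With log2 ratios of same-numbered libraries, limma called 1168 genes, and 1 of the 35 splits of the 7 replicates, the real one, gave as many, while the largest other split gave 1. The count from the interaction was 0 in each direction without replicate 3, so its size rests on few libraries. Loss of SET1A against loss of SET1B stays open as the biological difference in the design, together with other differences between the clones.

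In dTAG-SET1A/B, 2631 genes were higher and 1042 lower at 24 h than at 2 h. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the largest other split gave 0, although with 10 splits the share cannot fall under 0.1. At 4 h, 212 were higher and 42 lower than at 2 h, and again 1 of the 10 splits gave as many, with 0 in the largest other. In dTAG-SET1A, 62 were higher and 14 lower at 24 h than at 2 h, with 1 of the 10 splits as large and 0 in the largest other. In dTAG-SET1B, 2 were higher and 6 lower at 24 h than at 2 h, and 1 of the 35 splits gave as many. The changes at 4 h against 2 h called 0 genes in dTAG-SET1A (931 at an unadjusted p under 0.05), where 10 of the 10 splits gave as many. They called 0 genes in dTAG-SET1B too (369 at an unadjusted p under 0.05), where 35 of the 35 splits did. With a count of 0 every split gives as many, so these 2 fits decide nothing. With replicate as a term, 483 genes were called at 4 h against 2 h in dTAG-SET1A and 14 in dTAG-SET1B. Of the splits that part every pair, 1 of 4 and 1 of 8 gave as many, and the largest other gave 0. At 24 h against 2 h the term called 2572 genes in dTAG-SET1A and 505 in dTAG-SET1B. There too 1 of 4 and 1 of 8 splits gave as many, and the largest others gave 0 and 1.

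The return towards the untreated level from 2 h to 24 h may follow from choosing genes on the same 2 h libraries. That is argued against for dTAG-SET1A/B, where genes chosen in dTAG-SET1A rose by a median of 0.77 ± 0.12 (SD, n = 3) on the log2 scale. Changes that every line shares through time in culture or handling are argued against as the whole source only weakly. No untagged line was followed past 2 h, and dTAG-SET1B, compared in its place, itself loses a SET1 protein. Across 14652 genes, which are not independent replicates, the change from 2 h to 24 h in dTAG-SET1B had a rank correlation of 0.480 with that in dTAG-SET1A/B, against 0.852 for dTAG-SET1A with dTAG-SET1A/B. Pairs of replicates ran from 0.332 to 0.415 and from 0.573 to 0.763. A shared part stays open, since the correlation with dTAG-SET1B was well above 0, and adaptation of the cells is a hypothesis that was not tested.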

How the results depend on the processing

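Alternatives were set before the data were examined, except the edgeR test of recovered reads, filterByExpr genes in limma, the replicate term with TMM, edgeR or DESeq2, edgeR fold changes against untreated expression, a pseudocount of 0.1 for the SET1-dependent genes, and limma on log2 ratios of same-numbered libraries, which were chosen after seeing the data. Of 631 values under alternatives for 63 results, 383 stayed the same by the rule for their kind, 61 were weaker, 175 were stronger and 12 moved by more than the spread between replicates. Gene lists set by name, the SET1 and COMPASS list and camera against fry were not run, because IDs were not matched to names here. Where not stated otherwise, the cause of a change was not tested. Counts below are of reduced and increased genes.

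Under TMM the counts were, in dTAG-SET1A, 1351 and 324 at 2 h, 1234 and 297 at 4 h, 592 and 125 at 24 h. dTAG-SET1B had 592 and 469 at 2 h, 714 and 276 at 4 h, 3 and 8 at 24 h. dTAG-SET1A/B had 2655 and 1202 at 2 h, 1121 and 919 at 24 h. It gave 1 lower and 1 higher at 4 h than at 2 h in dTAG-SET1A, 335 lower and 804 higher at 24 h than at 2 h in dTAG-SET1A, 15 lower and 3 higher at 4 h than at 2 h in dTAG-SET1B, 251 lower and 235 higher at 24 h than at 2 h in dTAG-SET1B and 168 lower and 213 higher at 4 h than at 2 h in dTAG-SET1A/B. The overlap of reduced genes at 2 h was 1192 for dTAG-SET1A with dTAG-SET1A/B, 101 for dTAG-SET1A with dTAG-SET1B and 388 for dTAG-SET1B with dTAG-SET1A/B. In the test between lines, 988 genes were lower and 99 higher in dTAG-SET1A than in dTAG-SET1B. The median change from 2 h to 4 h of genes reduced at 2 h moved to 0.16 in dTAG-SET1A and 0.0665 in dTAG-SET1A/B on the log2 scale, and the median of all genes in dTAG-SET1A at 24 h to 0.0128. With median-of-ratios scaling the counts were, in dTAG-SET1A, 1263 and 383 at 2 h, 1153 and 355 at 4 h, 569 and 127 at 24 h. dTAG-SET1B had 537 and 503 at 2 h, 667 and 296 at 4 h, 3 and 8 at 24 h. dTAG-SET1A/B had 2470 and 1334 at 2 h, 1068 and 977 at 24 h.

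With the replicate number as a block, the counts were, in WT, 0 and 4 at 2 h. dTAG-SET1A had 2565 and 497 at 2 h, 1615 and 1185 at 4 h, 1434 and 273 at 24 h. dTAG-SET1B had 410 and 713 at 2 h, 479 and 477 at 4 h, 2 and 14 at 24 h. dTAG-SET1A/B had 1357 and 883 at 24 h. It gave 27 lower and 456 higher at 4 h than at 2 h in dTAG-SET1A, 998 lower and 1574 higher at 24 h than at 2 h in dTAG-SET1A, 11 lower and 3 higher at 4 h than at 2 h in dTAG-SET1B, 243 lower and 262 higher at 24 h than at 2 h in dTAG-SET1B and 113 lower and 538 higher at 4 h than at 2 h in dTAG-SET1A/B. The overlap of reduced genes at 2 h was 2121 for dTAG-SET1A with dTAG-SET1A/B, 214 for dTAG-SET1A with dTAG-SET1B and 299 for dTAG-SET1B with dTAG-SET1A/B. In the test between lines, 9 genes were lower and 11 higher in dTAG-SET1A/B than in dTAG-SET1A, and 1835 lower and 83 higher in dTAG-SET1A than in dTAG-SET1B. The block left the other counts it was run on within 1.5 times. Same-numbered deviations correlated at 0.0643 for replicate 2 of dTAG-SET1B at 2 h and at 0.0974 for replicate 2 of dTAG-SET1A/B at 4 h, under 0.1, so that the numbers were not taken to pair these comparisons, although the 2 h counts of dTAG-SET1B with the block are given in the report. Each verdict rests on 1 pair, and the same untreated libraries serve every time. In dTAG-SET1B the first principal component (the main axis of variation between libraries) held 67.7% of the variance. Replicate number explained 94.4% of that component, against 0.82% in dTAG-SET1A/B. Pairing of dTAG-SET1B at 2 h is thus not ruled out. That pairing is read for each comparison rather than for each line was decided after the counts had been seen.

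With the replicate block and TMM the counts were, in WT, 1 and 6 at 2 h. dTAG-SET1A had 2035 and 796 at 2 h, 1965 and 897 at 4 h, 885 and 475 at 24 h. dTAG-SET1B had 761 and 669 at 2 h, 925 and 403 at 4 h, 11 and 11 at 24 h. dTAG-SET1A/B had 2760 and 1297 at 2 h, 1215 and 1083 at 24 h. In DESeq2 with the replicate block the counts were, in WT, 0 and 4 at 2 h. dTAG-SET1A had 2561 and 486 at 2 h, 1619 and 1159 at 4 h, 1471 and 258 at 24 h. dTAG-SET1B had 472 and 708 at 2 h, 567 and 494 at 4 h, 6 and 61 at 24 h. In edgeR with the replicate block the counts were, in WT, 0 and 4 at 2 h. dTAG-SET1A had 2685 and 530 at 2 h, 1708 and 1227 at 4 h, 1506 and 319 at 24 h. dTAG-SET1B had 521 and 747 at 2 h, 611 and 520 at 4 h, 7 and 56 at 24 h.

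In DESeq2 without a block the counts were, in dTAG-SET1A, 1181 and 92 at 2 h, 689 and 158 at 4 h, 462 and 29 at 24 h. dTAG-SET1B had 4 and 21 at 2 h, 5 and 9 at 4 h. It gave 1 lower and 8 higher at 4 h than at 2 h in dTAG-SET1A, 80 lower and 310 higher at 24 h than at 2 h in dTAG-SET1A, 9 lower and 4 higher at 24 h than at 2 h in dTAG-SET1B and 55 lower and 373 higher at 4 h than at 2 h in dTAG-SET1A/B. The overlap of dTAG-SET1A was 1112 with dTAG-SET1A/B and 2 with dTAG-SET1B. In edgeR on recovered reads, for which 100% of values were whole, the counts were, in dTAG-SET1A, 189 and 5 at 24 h. dTAG-SET1B had 3 and 20 at 2 h, 3 and 4 at 4 h. It gave 8 lower and 5 higher at 24 h than at 2 h in dTAG-SET1B and 71 lower and 421 higher at 4 h than at 2 h in dTAG-SET1A/B.

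Testing against a 1.5-fold change, which is stricter by construction, lowered the numbers, and the counts were, in dTAG-SET1A, 51 and 2 at 2 h, 5 and 0 at 4 h, 9 and 0 at 24 h. dTAG-SET1B had 0 and 4 at 2 h, 0 and 2 at 4 h, 0 and 1 at 24 h. dTAG-SET1A/B had 676 and 123 at 2 h, 555 and 188 at 4 h, 205 and 78 at 24 h. Without a fold threshold the counts were, in dTAG-SET1A/B, 3471 and 1308 at 2 h, 2853 and 2436 at 4 h.

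For genes with at least 10 reads in every library the counts were, in WT, 0 and 2 at 2 h. dTAG-SET1A had 247 and 4 at 24 h. dTAG-SET1B had 2 and 10 at 2 h, 2 and 3 at 4 h. For genes with a mean of at least 1 the counts were, in WT, 0 and 2 at 2 h. dTAG-SET1A had 201 and 6 at 24 h. dTAG-SET1B had 6 and 22 at 2 h, 3 and 5 at 4 h. For filterByExpr genes the counts were, in WT, 0 and 2 at 2 h. dTAG-SET1A had 234 and 5 at 24 h. dTAG-SET1B had 6 and 10 at 4 h. In fits of 2 groups alone the counts were, in dTAG-SET1B, 9 and 19 at 2 h, 4 and 6 at 4 h. With a pseudocount of 0.1 the counts were, in dTAG-SET1B, 2 and 3 at 4 h.

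The median 2 h change of the SET1-dependent genes in dTAG-SET1A/B moved from -1.07 to -1.45 over genes reduced in dTAG-SET1A. In dTAG-SET1B the change of reduced genes from 2 h moved from 0.97 to 0.00922 at 4 h and from 2.11 to 0.25 at 24 h over genes reduced in dTAG-SET1A/B, since only 6 genes were chosen in the line itself. Spearman's rho of untreated expression with the 2 h change moved to 0.166 in dTAG-SET1A/B and 0.140 in dTAG-SET1A over filterByExpr genes, to 0.176 and 0.132 with edgeR fold changes, and to 0.0756 in dTAG-SET1A/B with WT deciles. With limma on log2 ratios, 1136 genes were lower and 32 higher in dTAG-SET1A than in dTAG-SET1B.

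Leaving out each replicate of dTAG-SET1A gave 0 to 3002 reduced and 0 to 481 increased at 2 h, 0 to 1789 reduced and 0 to 942 increased at 4 h and 0 to 1493 reduced and 0 to 145 increased at 24 h. Between time points of that line it gave 0 to 5 lower and 0 to 114 higher at 4 h than at 2 h and 0 to 1334 lower and 0 to 1971 higher at 24 h than at 2 h. Leaving out each replicate of dTAG-SET1B gave 3 to 9 reduced and 7 to 19 increased at 2 h, 0 to 5 reduced and 2 to 5 increased at 4 h and 0 to 1 reduced and 1 to 2 increased at 24 h. Between time points of that line it gave 2 to 10 lower and 2 to 10 higher at 24 h than at 2 h. Leaving out each replicate of dTAG-SET1A/B gave 1578 to 2730 reduced and 507 to 747 increased at 2 h, 1430 to 2228 reduced and 741 to 1818 increased at 4 h and 585 to 1189 reduced and 256 to 429 increased at 24 h. Between time points of that line it gave 2 to 15 lower and 6 to 80 higher at 4 h than at 2 h and 759 to 1014 lower and 1643 to 2503 higher at 24 h than at 2 h. In dTAG-SET1A the high ends of these ranges were without replicate 3 and the 0 without replicate 1 or 2. In dTAG-SET1A/B the lowest reduced counts at each time were without replicate 3. The 24 h against 2 h median of the 6 genes reduced in dTAG-SET1B ran from 2.03 to 2.36. In the test between lines, 0 to 6 were lower and 0 to 15 higher in dTAG-SET1A/B than in dTAG-SET1A, and 0 to 51 lower and 0 to 6 higher in dTAG-SET1A than in dTAG-SET1B. Leaving out any 1 replicate called no gene in WT, where 316 passed an unadjusted p under 0.05 with all libraries.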

Other observations

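The tests on the dTAG-SET1A replicate 3 batch and label exchange, the replicate term, the replicate spread, the pair of risen IDs, the deposited p-values and the small fall in dTAG-SET1B were chosen only after the result was seen, and how both tests of gene length are read was corrected after the values were seen.

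Here 716 genes were reduced and 44 increased in dTAG-SET1A at 2 h. Both are lower than the values quoted from the study above.

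The adjusted p of the authors' deposited table with its LFC column gives 2299 and 414 at the same thresholds, the counts quoted from the study. The main fit here differs in its test, in having no replicate term and in its estimate of the fold change. DESeq2 on the recovered reads with the spike-in size factors and replicate as a term gave p-values that differ from those in the authors' deposited table by at most 0.00068 over all 10 comparisons, and by at most 9.17e-07 outside dTAG-SET1B. Without the term the largest difference in a comparison was 0.656 or more. With replicate as a term, limma called 2565 reduced and 497 increased genes in dTAG-SET1A at 2 h.

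Why the replicate term adds calls in dTAG-SET1A may lie in library scaling or in single genes. TMM, which removes a factor per library, gave 54.7% of the calls that the term gave at 2 h, which argues against scaling as the whole source. Under TMM the term still gave 1.69 times as many calls, which is consistent with differences between replicates in individual genes.

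The untreated dTAG-SET1A replicate 3 library correlated at 0.492 to 0.519 with the untreated dTAG-SET1A/B libraries and at 0.148 to 0.217 with dTAG-SET1A replicates 1 and 2, which correlated at 0.903 with each other (counts per library total, over tables scaled separately). Of the 25 genes at least 8-fold apart between dTAG-SET1A replicates 1 and 2 and dTAG-SET1A/B, it lay nearer to dTAG-SET1A at 12%, and the treated replicate 3 libraries at 24% to 36%. A label exchange with an untreated dTAG-SET1A/B library is argued against, since each of these lay nearer to its own line at 100% of such genes, chosen without it. They correlated at 0.816 to 0.888 with one another, so that replicate 3 is also not like a further library of that line. A mislabelled sample of another kind could give this, and so could a batch of cells or libraries. The deviations of the treated replicate 3 libraries correlated with that of the untreated one at 0.602 or more, so that the whole series of replicate 3 stands apart. These tests do not separate the remaining explanations, and the calls in dTAG-SET1A without replicate 3 were 3002 reduced and 481 increased at 2 h.

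More genes were called reduced at 2 h in dTAG-SET1A/B than in dTAG-SET1A (2899 and 716), an order that reversed without replicate 3 of each line (1578 and 3002). The interaction called 0 genes with a different change (139 at an unadjusted p under 0.05), but on simulated reads with replicates differing it recovered only 51 of 200 changed genes among 15519. The fit with replicate as a term recovered 199 of the 200, which were changed 3-fold, and on the measured reads it called 9 genes lower and 11 higher in dTAG-SET1A/B. A different change is thus seen for few genes, and differences smaller than those simulated stay open. In limma on log2 ratios the count was 0, for which 10 of the 10 splits give as many whatever the data, so that this decides nothing. Under TMM the count was 0 as well, which decides nothing about scaling. Larger spread between replicates is consistent with a residual SD 1.90 times as large in dTAG-SET1A (0.391 and 0.206). The SDs were 0.182 and 0.157 with replicate as a term, and the reduced counts 2565 in dTAG-SET1A and 3248 in dTAG-SET1A/B. The spread is also consistent with the change of genes called in dTAG-SET1A/B alone, whose median log2 change was -0.76 ± 0.29 (SD, n = 3) in dTAG-SET1A and -0.93 ± 0.16 (SD, n = 3) in dTAG-SET1A/B. The medians lie closer together than the SD in dTAG-SET1A, though not than the SD in dTAG-SET1A/B. An added effect of losing SET1B stays open.

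Other splits of the libraries were fitted for each count of genes. For WT at 2 h the count was 0 (316 at an unadjusted p under 0.05), so that 10 of the 10 splits gave as many by construction, and the largest other split, which kept same-numbered libraries together for 2 of 3 pairs, gave 674 genes. With replicate as a term 4 genes were called, and 2 of the 4 splits that part every pair gave as many. In dTAG-SET1A, 1 of the 10 splits gave as many genes at 2 h, at 4 h and at 24 h, and the largest other split gave 0. With replicate as a term, 1 of the 4 splits that part every pair gave as many at each time. In dTAG-SET1A/B, 1 of the 10 splits gave as many at each time, and the largest other split gave at most 1. At 2 h and 24 h, where the numbers pair its libraries, 1 of the 4 splits that part every pair gave as many with the term. With 10 splits the share cannot fall under 0.1. In dTAG-SET1B, 1 of the 35 splits gave as many genes at 2 h (18 genes), at 4 h (5 genes) and at 24 h (2 genes), and the largest other splits gave 3, 2 and 1. With replicate as a term, 1 of the 8 splits that part every pair gave as many genes at 2 h (1123 genes) and at 4 h (956 genes). At 24 h 2 of the 8 gave as many as the 16 called, and the largest other gave 138. The calls of that fit at 24 h are thus no more than another split gives.

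The dependence of the 2 h change on untreated expression may come from sorting on libraries used in the fold change, or from dTAG13 or handling alone. Sorting is argued against, since with deciles from WT the median log2 difference of decile 5 from decile 10 in dTAG-SET1A/B was -0.46 ± 0.03 (SD, n = 3). Handling or the compound alone is argued against by a difference of 0.0199 ± 0.0343 (SD, n = 3) in WT.

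Among genes kept by filterByExpr, those reduced in dTAG-SET1A/B had a median length of 26.0 kb, against 24.2 kb for genes not called. Increased genes had 26.8 kb, so the greater length was not particular to reduced genes. Within deciles of expression reduced genes were longer in 4 of 10, the lowest, and shorter in the other 6, from a log2 ratio of 0.87 in decile 3 to -1.37 in decile 10. Neither outcome set for expression level as the source was met, and the question stays open. Length bias of the libraries stays open too. The rank correlation between the 2 h change and length was 0.0140 in WT, with replicates from -0.0498 to 0.0515, a range that holds the 0.0459 of dTAG-SET1A/B. Other features of the genes were not tested.

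The genes reduced in dTAG-SET1A/B also fell a little in dTAG-SET1B at 2 h, with a median log2 change of -0.15. Library scaling as the source is argued against by a median of -0.22 ± 0.04 under TMM (SD, n = 4), below 0 in 4 of 4 replicates. A small contribution of SET1B to these genes is a hypothesis found and tested on the same data, and other technical explanations were not tested.

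The short IDs NM_013602 and NM_008630 rose at 2 h in every tagged line. The compound or handling alone is argued against, though weakly, by a mean log2 ratio of 0.73 ± 0.46 (SD, n = 3) in WT, against 4.74 ± 0.14 (SD, n = 4) in dTAG-SET1B (exact permutation p = 0.0286, two-sided, the smallest possible). WT rose in every replicate and started from a higher level, so its smaller rise does not exclude a part for the compound or handling. Loss of SET1A as the only source is argued against by the rise in dTAG-SET1B, where SET1A carries no tag. In dTAG-SET1A the ratio was 2.19 ± 0.80 (SD, n = 3), below every replicate of dTAG-SET1B (exact permutation p = 0.0286). It was above every replicate of WT (1.63 to 3.10 against 0.21 to 1.08). A part for loss of SET1A in that line thus stays open. In WT their untreated levels were 34.7 and 84.2 RPKM, against 5.28 and 7.91 in dTAG-SET1B, and culture conditions that differed between lines were not tested.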
